A study of Drosophila melanogaster with 36 samples.

How the data were processed

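The series holds 36 RNA sequencing libraries of Drosophila melanogaster S2R+ cells, in 12 groups of 3 replicates. The groups are control, 0.5 mM sodium arsenite for 3 h, and recovery for a further 3 h, in unmodified (WT), Mock RNAi and Rin RNAi cells and in Click-iT captures. Per the labels, libraries were made with a TruSeq kit and read single-end on an Illumina sequencer. The labels attach the same poly(A) preparation text to all libraries, while the molecule of the 9 Click-iT samples is given as total RNA and their titles name beads. The steps of the Click-iT tagging are not described there. Samples were grouped by the titles and labels, and all 36 were used.

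The deposited per-sample files give raw counts of reads for 17137 gene symbols, followed by 5 summary lines of the form htseq-count writes. The authors' aligner, counting settings, strand use, genome build and annotation are not stated in the labels or headers, so no coordinates are given. From those summary lines, reads with several alignments or several genes were left out of the gene counts. The deposited comparison tables were made by the authors with DESeq2, per the file headers, and give a log2 fold change with its standard error for each gene. Their adjusted p-value column, per the file headers, is the authors' own, with some cells blank. The baseMean column of these deposited tables is a signal level, the mean over libraries of counts divided by size factors. Recomputed from the counts, it matched the deposited values within a small tolerance for 100% of the genes compared in all 12 tables. Version, model formula and filters of that DESeq2 run are not stated. The WT tables held 4 symbols that a spreadsheet had turned into dates, which were left unmatched.

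From the deposited counts, R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 was used. Each set was fitted once with edgeR's quasi-likelihood model, on group means without further terms: the 9 WT libraries, the 18 Mock and Rin libraries together, and the 9 Click-iT libraries. Libraries were scaled by TMM, with factors of 0.942 to 1.07 in the WT fit, 0.914 to 1.11 in the Mock and Rin fit and 0.772 to 1.27 in the Click-iT fit. Genes with low counts were left out with filterByExpr, which kept 8123, 8707 and 6558 of 17137 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, all tests being two-sided. The comparisons were stress and recovery against control in each set, recovery against stress in WT and Click-iT, Rin against Mock in each treatment, and the difference between the Rin and Mock responses. These comparisons, their tests, the lists of genes, the rule for naming genes and the alternatives were chosen before the data were examined, except for those said in the text to have been chosen after.

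The rule for naming genes took, for each comparison, those with an adjusted p under 0.05, a mean of at least 10 CPM in at least 1 of the groups compared and no overlap between the replicates of both groups, and named at most the 3 highest and 3 lowest by log2 fold change. With 3 libraries against 3, groups of an unchanged gene fail to overlap in 10% of cases by chance. The rule also named rin, and up to 4 members of each of 3 lists. The heat-shock list had 16 genes, the metal and oxidant list 15 and the stress-granule protein list 10. Single genes singled out beyond this rule (CG6329, and the neighbours and overlapping partners of named genes) were chosen after their values were seen. For a gene with 0 counts in all libraries of a group, the fold change was computed against a floor of 3 counts, and for a group of 1 to 3 counts a ratio of counts was given with an exact 95% interval.

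Similarity between responses was computed as Pearson's and Spearman's correlation of log2 fold changes across genes. For responses that share control libraries, unchanged groups were simulated to give the value that sharing alone produces. The precision of the difference between Rin and Mock responses was the share of genes changed at least 2-fold in Mock whose 95% interval of the difference lay within 2-fold. Neighbours, overlaps and exonic lengths came from the Ensembl annotation of the assembly named BDGP6.54, whose relation to the authors' build is not known, through gene symbols. Of 17137 symbols 16293 (95.1%) matched, and Prx2540-1, Prx2540-2 and CG14921 did not. Not every overlap of a named gene is reported here.

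Alternatives, each changed alone except for DESeq2, were a log2 fold change of at least 1 in size, RLE size factors, total library size only, no filter on low counts, a mean CPM of at least 10, the DESeq2 Wald test, a fit of only the groups compared, the replicate number as a block, and leaving out each replicate. DESeq2 was run with its own size factors and without filterByExpr, so scaling, filter and test changed together. Joint fits of the Click-iT with the WT libraries and limma voom with sample quality weights were added after the data were examined. The procedure was tested on simulated data drawn from the means, depths and spread of the real libraries, with 200 genes changed before filtering. For WT stress against control, edgeR recovered 81.2%, 90.4% and 100% of genes changed by 0.5, 1 and 2 on the log2 scale, with 7.51%, 5.79% and 5.66% of calls false. For Mock stress against control it recovered 71.5%, 87.9% and 96.5%, with 5.30%, 4.40% and 5.42% false. For the difference between Rin and Mock stress responses it recovered 35.2%, 83.2% and 93.9%, with 11.5%, 5.23% and 5.58% false. For Click-iT stress against control it recovered 0%, 0% and 52.4%, with no calls at the smaller sizes and 10.8% of calls false at 2. Where single values of 3 libraries were compared with 3, an exact two-sided permutation test was used, which cannot give a p below 0.1.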

Results

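RNA was sequenced from S2R+ cells, a cultured line of Drosophila melanogaster derived from embryonic cells, in 36 libraries that form 12 groups of 3 replicates. Each of 4 sets held untreated control cells, cells stressed with 0.5 mM sodium arsenite for 3 h, and cells left to recover for a further 3 h. Arsenite is a poison that makes cells assemble stress granules, which are clusters of protein and stalled messenger RNA. The WT set held unmodified cells. The Mock and Rin sets held cells under RNA interference (RNAi, degradation of a chosen transcript by added double-stranded RNA), with the Rin set directed against rasputin (rin), the fly relative of the stress-granule scaffold protein G3BP. These 3 sets were poly(A)-selected libraries of messenger RNA. The Click-iT set held RNA captured on beads after chemical tagging of newly made transcripts, which is meant to enrich recent synthesis over the standing pool, although how far it did so was not tested.

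Counts assigned to genes ranged from 6121664 to 8940613 per library in the WT set, from 6897154 to 11211712 in the Mock and Rin sets, and from 169760 to 2746277 in the Click-iT set. In the Click-iT set the 3 groups did not overlap in depth, with 657891 to 1451741 counts in control, 1586873 to 2746277 in stress and 169760 to 441624 in recovery. Reads that aligned to more than 1 place made up 70.2% to 94.2% of Click-iT reads, against 3.88% to 7.51% in the poly(A) libraries. The spread between replicates, as the biological coefficient of variation of the edgeR model, was 2.85% in the WT set, 6.49% in the Mock and Rin sets and 42.8% in the Click-iT set. Each pair of replicates differed beyond sampling noise, with a chi-square per degree of freedom of 1.21 to 2.61 over the 9 WT pairs, 1.57 to 27.7 in Mock, 1.65 to 7.55 in Rin and 3.76 to 94.2 in Click-iT. Over the 594 pairs of libraries from different groups it was at least 2.68, so that no library was a copy of another. The first principal component held 77.9% of the variance in the WT set, 74.5% in the Mock and Rin sets and 58.9% in the Click-iT set. On it, the library labelled Click-iT stress replicate 2, at -42.7, lay among the Click-iT control libraries, at -52.6 to -42.0.

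**Figure D1:**
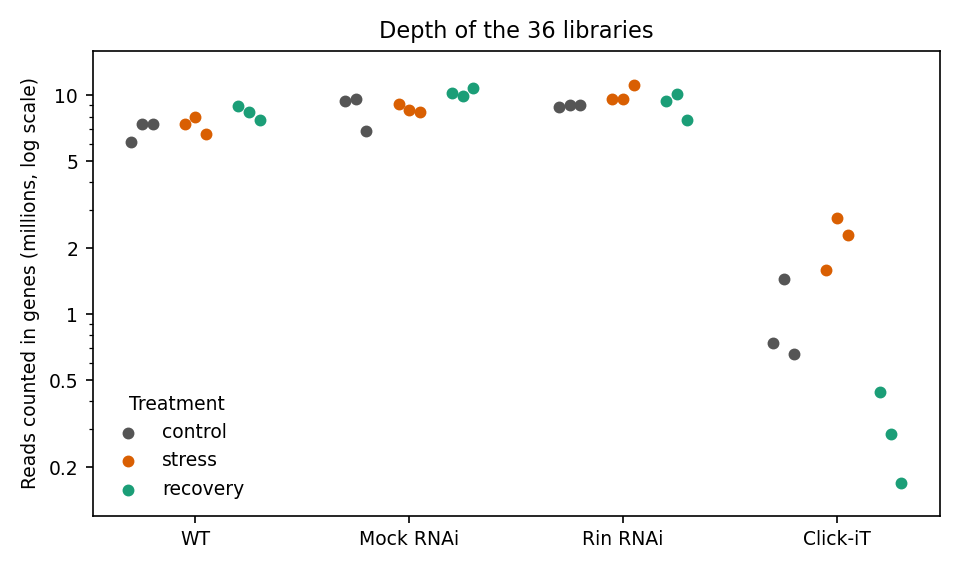
Reads counted in genes (vertical axis, log scale) in each of the 36 libraries, with 1 point per library and the sets along the horizontal axis. The Click-iT libraries held 169760 to 2746277 counts, below all poly(A) libraries, which held 6121664 to 11211712.

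The targeted gene was examined first. Transcript of rin in Mock cells stood at 901 ± 9.63 CPM (the library-scaled count, mean ± SD, n = 3) in control, 821 ± 60.3 CPM (n = 3) in stress and 820 ± 30.8 CPM (n = 3) in recovery. In Rin cells it stood at 292 ± 93.7 CPM (n = 3), 203 ± 72.8 CPM (n = 3) and 194 ± 52.2 CPM (n = 3). The remaining transcript was 32.4% of the Mock level in control (22.7% to 43.4% over the 3 Rin libraries), 24.8% in stress (17.7% to 34.7%) and 23.7% in recovery (18.3% to 30.7%). The log2 fold change of rin in Rin against Mock was -1.63 (SE 0.20, adjusted p 0.0013) in control, -2.01 (SE 0.21, adjusted p 5.5e-05) in stress and -2.07 (SE 0.21, adjusted p 3.65e-05) in recovery, by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Of the alternatives, leaving out Rin stress replicate 1 moved these values most, to -2.34 in stress. In unmodified WT cells rin stood at 702 ± 16.2 CPM (n = 3), 647 ± 26.1 CPM (n = 3) and 744 ± 2.75 CPM (n = 3) in control, stress and recovery.

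**Figure D2:**
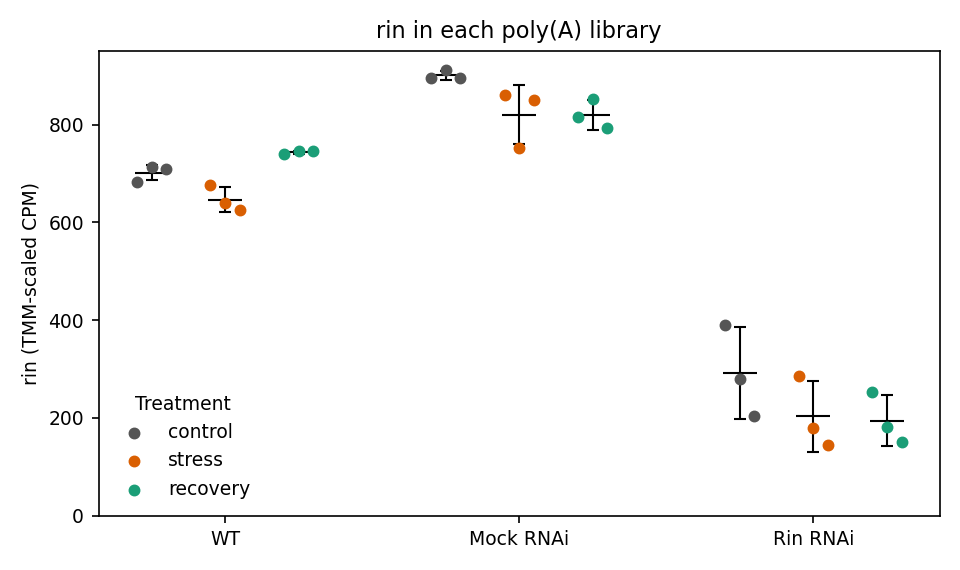
Level of rin in CPM in each poly(A) library, with 1 point per library and the mean and SD of each group of 3. Each Rin library lay below each Mock library, and the Rin means were 32.4%, 24.8% and 23.7% of the Mock means in control, stress and recovery.

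The first comparison asked which transcripts changed in unmodified cells under arsenite. Of 8123 genes tested in the WT set, 4897 differed between stress and control at an adjusted p under 0.05, of which 2459 were higher and 2438 lower in stress. Counting only genes with a log2 fold change of at least 1 in size moved this most, to 691 genes, 552 higher and 139 lower. The split of directions rested on the scaling of the libraries. Scaled by total library size alone, in place of TMM (trimmed mean of M-values, which sets the typical gene to no change), 1901 genes were higher and 3285 lower, since the median gene then shifted by -0.10 on the log2 scale. Fold changes below are relative to the typical gene.

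RNaseMRP:RNA, the RNA part of a processing enzyme, rose most in WT stress among genes that met the rule for naming. It went from 0.949 ± 0.166 CPM (n = 3) to 245 ± 10.9 CPM (n = 3), a log2 fold change of 8.00 (SE 0.31, adjusted p 2.23e-39 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Vha100-4 had 239 counts in the 3 stress libraries and 2 in the 3 control libraries, a depth-corrected ratio of 122 with a 95% counting interval of 33.4 to 1013. The heat-shock gene Hsp70Bc rose by 4.50 (log2, SE 0.16, adjusted p 6.95e-31 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The steepest falls were in Prx2540-1, at -3.76 (log2, SE 0.14), Prx2540-2, at -3.62 (log2, SE 0.10), and Ir62a, at -3.16 (log2, SE 0.26), with adjusted p of 4.7e-29, 1.3e-31 and 1.23e-16 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment. Prx2540-1 and Prx2540-2 are near-identical copies, as are the members of the Hsp70 family, and reads that matched more than 1 place were left out of the counts, so each copy's own value is uncertain. RNaseMRP:RNA overlaps CG10365, Vha100-4 overlaps cona and Ir62a overlaps Iml1 in the reference annotation, and since the strand used in counting was not stated, reads of the partner are not separated from each value.

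In WT recovery against control, 5580 of 8123 genes differed, 2861 higher and 2719 lower. With a log2 fold change of at least 1 in size the count was 1114, of which 948 were higher and 166 lower. Scaling by total library size gave 2003 higher and 4092 lower, with a median shift of -0.18 on the log2 scale. CG31445 had 518 counts in recovery and 0 in control, at least 163-fold higher against a floor of 3 counts. CG18585, with 328 counts against 0, was at least 103-fold higher. Gr63a had 4588 counts against 3, a depth-corrected ratio of 1444 with a 95% counting interval of 494 to 7006. Such intervals and floors cover counting error only. The next gene upstream on the same strand was itself higher in recovery for CG31445 (SP1029, log2 fold change 8.80, SE 0.41) and for Gr63a (Ccz1, 2.66, SE 0.07), so that reads running on from the neighbour are not separated from the gene's own. CG18585 overlaps Myo28B1, and its upstream neighbour on the same strand, CG7025, itself rose from 0 counts in control to 11.4 to 12.4 CPM in recovery, so that the same limit applies. The steepest falls in recovery were those of Ir62a, at -3.85 (SE 0.32), Prx2540-2, at -3.07 (SE 0.09), and Prx2540-1, at -2.96 (SE 0.10).

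Recovery was compared with stress in the WT set to ask whether the change subsided after arsenite was removed. Of 8123 genes, 2152 differed, with 1475 higher and 677 lower in recovery. With a log2 fold change of at least 1 in size, 461 were higher and 2 lower. The direction was not stable across scalings, as total library size gave 1184 higher and 2162 lower (3346 in all). DESeq2 kept the larger side, with 1189 higher and 260 lower. Of the 552 genes raised at least 2-fold in stress, 551 were also called higher than control in recovery, 330 had moved further from control between stress and recovery, and 11 had moved back by a called amount. Of the 139 genes lowered at least 2-fold in stress, 127 were still called lower in recovery, 37 had moved back by a called amount and 10 had moved further. CG15005, with 287 counts in recovery and 0 in stress, was at least 88.5-fold higher, and dpr4 had 503 counts against 3, a ratio of 155 with a 95% counting interval of 52.8 to 755. All 3 of those counts lay in WT stress replicate 3, without which the stress group was at 0. CG31445 rose by 6.02 (log2, SE 0.60), or 6.68 without the same library. The upstream neighbour of CG15005 on the same strand, Cpr64Aa, was itself higher in recovery than in control (6.81, SE 1.55). CG15005 overlaps CG43367 and dpr4 overlaps asRNA:CR45056 in the annotation. RNaseMRP:RNA fell from stress to recovery, at -1.60 (log2, SE 0.05), followed by CG14921 at -0.72 (SE 0.14) and CG9902 at -0.68 (SE 0.14). Their adjusted p were 7.16e-28, 8.67e-05 and 0.000141 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment.

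In Mock cells 5117 of 8707 genes differed between stress and control, 2525 higher and 2592 lower, and 5733 between recovery and control, 2881 higher and 2852 lower. In Rin cells the counts were 5327 for stress, 2649 higher and 2678 lower, and 6052 for recovery, 3067 higher and 2985 lower. A log2 fold change of at least 1 in size again moved these counts most, to 1006 and 1282 genes in Mock and to 1038 and 1528 in Rin. Scaling by total library size gave 1685 higher and 3769 lower in Mock stress, 1738 and 4266 in Mock recovery, 1753 and 3799 in Rin stress, and 1811 and 4377 in Rin recovery. The median shifts of that scaling were -0.17, -0.24, -0.17 and -0.28 on the log2 scale.

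RNaseMRP:RNA was again raised in both sets, by 5.90 (log2, SE 0.34) in Mock stress, 5.77 (SE 0.34) in Mock recovery, 7.22 (SE 0.48) in Rin stress and 7.26 (SE 0.48) in Rin recovery. FASN2 rose by 4.57 (SE 0.32) in Mock stress and 4.55 (SE 0.28) in Rin stress, asRNA:CR43465 by 4.54 (SE 0.47) in Mock stress, and Vha100-4 by 4.57 (SE 0.38) in Rin stress. In recovery SP1029 rose by 6.72 (SE 0.73) in Mock and 5.74 (SE 0.51) in Rin, and Gr63a by 5.61 (SE 0.44) in Rin. In Mock recovery esg went from 0.228 ± 0.154 CPM (n = 3) to 14.3 ± 1.85 CPM (n = 3). Of genes that met the rule for naming, Cyp6a8 was lowered most in all 4 comparisons, at -4.83 (SE 0.42) and -4.37 (SE 0.35) in Mock stress and recovery and at -3.94 (SE 0.30) and -4.01 (SE 0.33) in Rin. Cyp6a2 lay at -3.34 (SE 0.34) and -3.60 (SE 0.35) in Mock and at -3.22 (SE 0.33) and -3.78 (SE 0.42) in Rin. Prx2540-1 fell in stress, at -3.50 (SE 0.15) in Mock and -3.10 (SE 0.14) in Rin, and Ir62a in recovery, at -3.50 (SE 0.43) and -3.44 (SE 0.41). FASN2 overlaps a pair of small nuclear RNA genes, asRNA:CR43465 overlaps Ucp4B and Cyp6a2 overlaps Epac, with the same limit on strand. Leaving out Mock control replicate 3 moved RNaseMRP:RNA to 6.96 in Mock stress and 6.83 in Mock recovery, leaving out Mock control replicate 2 moved asRNA:CR43465 to 5.43, and leaving out Mock recovery replicate 3 moved Cyp6a8 to -5.00 in Mock recovery. Each of these genes was past the threshold under each alternative that tested it and in each fit that left out 1 library.

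The question named by the series is whether the transcriptional response depends on stress granules, and the Rin and Mock sets were compared to address it. The libraries hold no measure of stress granules or of Rin protein, and 23.7% to 32.4% of the rin transcript remained on average. The comparison therefore concerns a partial loss of rin transcript, and whether granules were lost is not known from these data. Across 8707 genes, the log2 fold changes of Mock and Rin correlated with Pearson's r of 0.93 in stress (Spearman's rho 0.93) and 0.94 in recovery (rho 0.94). Genes are not independent replicates, so these values carry no p-value. Among alternatives, no filter on low counts moved them most, to 0.52 and 0.57. Of genes called in both sets, 4531 in stress and 5132 in recovery, 0 went in opposite directions. The total-least-squares slope of Rin on Mock was 1.01 in stress and 1.04 in recovery.

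**Figure D3:**
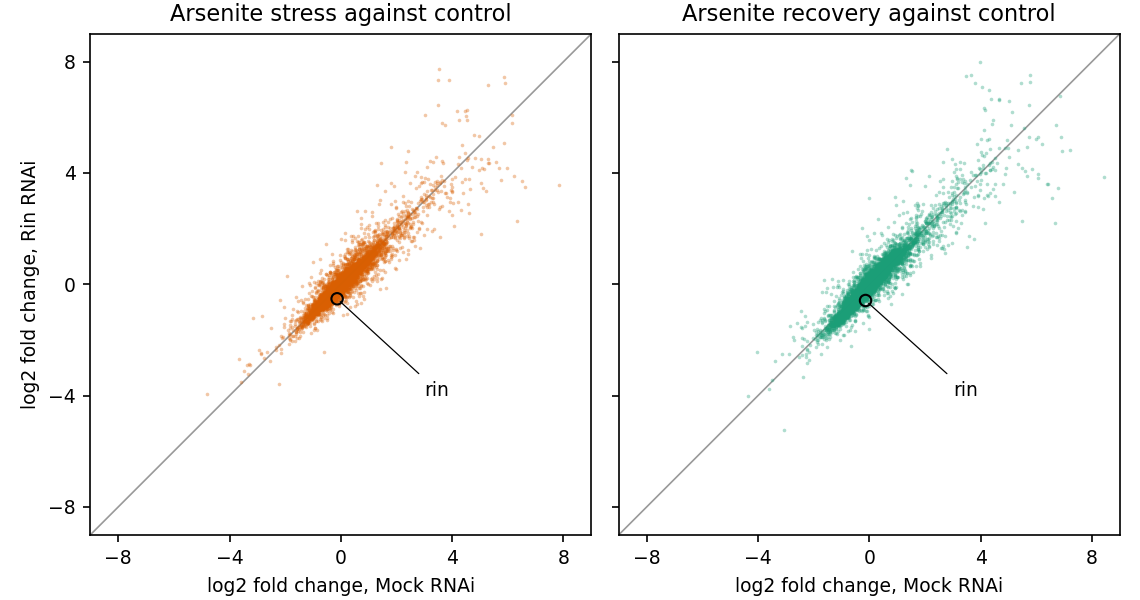
Log2 fold change of each of 8707 genes against control in Mock cells (horizontal axis) and Rin cells (vertical axis), for stress and for recovery, with 1 point per gene. Pearson's r across genes was 0.93 in stress and 0.94 in recovery.

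Tested directly as the difference between the Rin and Mock responses, 0 of 8707 genes passed an adjusted p of 0.05 in stress (295 at an unadjusted p under 0.05, lowest adjusted p 1 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment). In recovery 0 passed (759 at an unadjusted p under 0.05, lowest adjusted p 0.549 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With no filter on low counts the numbers were 2 and 51. The precision of this difference varied with expression. Of the 1006 genes changed at least 2-fold in Mock stress, the 95% interval of the difference lay within 2-fold for 508 genes (50.5%), and of the 1282 genes in recovery for 699 (54.5%). Among those with a mean of at least 10 CPM the shares were 369 of 381 (96.9%) and 533 of 551 (96.7%). For the others the data do not exclude a difference of more than 2-fold. The median size of the difference was 0.20 in stress and 0.21 in recovery (log2), with the interval reaching a median of 0.69 and 0.60 to either side.

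Compared directly at the same treatment, Rin and Mock cells differed in 4 genes in control (2 higher and 2 lower in Rin), 14 in stress (8 and 6) and 11 in recovery (6 and 5). These came from 8707 tested genes, of which 649, 738 and 1001 had an unadjusted p under 0.05. The counts were largest with no filter on low counts, at 58, 45 and 92 genes. With a log2 fold change of at least 1 in size, 1 gene (rin) was left in each. The split in control was 2 higher and 1 lower under RLE (relative log expression) or total library size scaling and 7 and 4 with DESeq2, and in stress 10 and 3 under total library size. In all, 20 genes were called in at least 1 of the 3 comparisons and 3 in all of them, which were rin, Zip99C and CG30089. Apart from rin, the largest log2 fold change in size was 0.90, in CG6329.

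In control cells osk was higher in Rin by 0.50 (SE 0.08) and Zip99C by 0.36 (SE 0.06), and CG30089 lay at -0.31 (SE 0.05). Their adjusted p were 0.0104, 0.0313 and 0.0313 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment. In stress CG15784 was higher by 0.59 (SE 0.08), CG30484 by 0.51 (SE 0.10) and asRNA:CR45195 by 0.51 (SE 0.09), while HGTX lay at -0.42 (SE 0.06) and C1GalTA at -0.36 (SE 0.07). In recovery GstD5 was higher by 0.58 (SE 0.10), CG15784 by 0.55 (SE 0.08) and Arc1 by 0.49 (SE 0.08), while HGTX lay at -0.53 (SE 0.06) and Glt at -0.50 (SE 0.07). The adjusted p of HGTX was 0.00601 in stress and 0.000355 in recovery by edgeR quasi-likelihood with Benjamini-Hochberg adjustment. Leaving out 1 of the 6 libraries compared took osk past the threshold's other side in 4 of 6 fits, Zip99C and CG30089 in 6 of 6, CG30484 in 4, asRNA:CR45195 in 5, C1GalTA in 5, GstD5 in 4 and Arc1 in 1. CG15784, HGTX and Glt stayed past it in all 6, but a fit of only the groups compared called rin alone in stress. In the annotation osk overlaps asRNA:CR44020 and Glt overlaps CG9287.

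A list of 16 heat-shock genes, 13 of which were tested, was higher in stress and in recovery in all 13 genes in WT, Mock and Rin cells, both over all genes and adjusted over the list alone. Its median log2 fold change was 2.16 in WT stress, 2.10 in Mock and 2.14 in Rin, and in recovery 4.18, 3.08 and 3.05. From stress to recovery in WT all 13 rose again, with a median of 1.55. Of 15 genes of metal and oxidant defence, 11 were tested. In WT 10 were higher in stress and 10 in recovery, in Mock 8 (with 1 lower) and 10 (with 1 lower), and in Rin 10 (with 1 lower) in each, with the same counts adjusted over the list alone. Their medians were 0.52 and 0.82 in WT, 0.50 and 0.68 in Mock and 0.62 and 0.77 in Rin. Of 10 genes of stress-granule proteins, 7 were lower in WT stress and 6 in recovery (with 2 higher), 5 and 6 in Mock (with 1 and 2 higher), and 6 and 8 in Rin (with 1 and 2 higher), again with the same counts adjusted over the list alone. The signs of these list medians held under RLE, total library size and DESeq2 scaling. Between Rin and Mock, 0 heat-shock genes differed in control, 0 in stress and 1 in recovery (Hsp27), and adjusted over the list alone 0, 0 and 4. Of the metal and oxidant list 0 differed in control, 1 in stress (Gclc) and 1 in recovery (GstD5), and adjusted over the list alone 1, 3 and 7. All genes called in these 2 lists were higher in Rin. The metal and oxidant medians of Rin against Mock were 0.03, 0.14 and 0.20 (log2). In the difference between the Rin and Mock responses 0 genes of either list were called, also when adjusted over the list alone. Of the stress-granule list rin alone differed, in each treatment and both ways of adjusting.

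**Figure D4:**
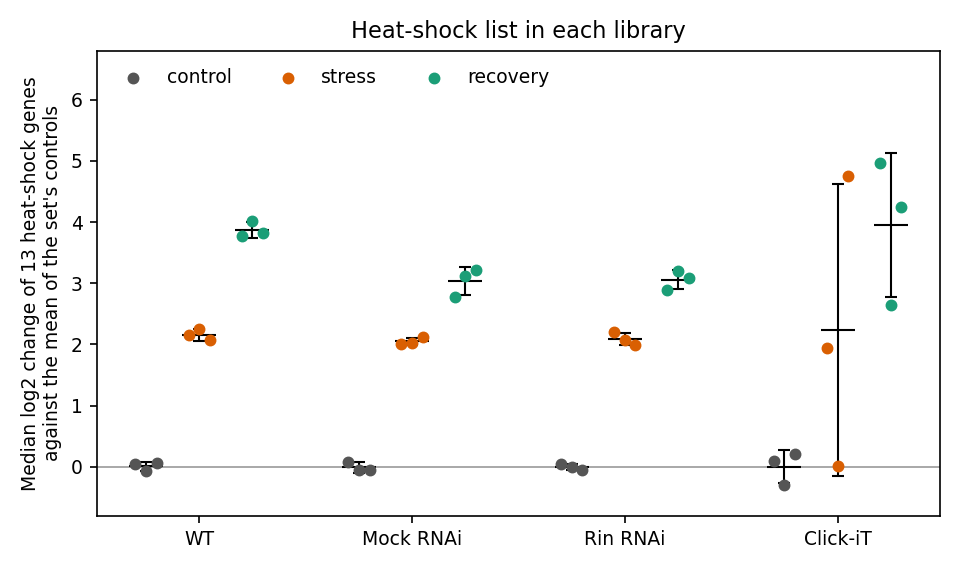
Median log2 level of the 13 tested heat-shock genes in each library relative to the mean of its own control group, with 1 point per library and the mean and SD of each group of 3. The poly(A) stress libraries lay between 2.00 and 2.26, while the Click-iT stress libraries lay at 1.94, 0.01 and 4.76.

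RNA captured as newly made was compared to ask whether synthesis changed along with the standing pool. Of 6558 genes tested in the Click-iT set, 0 differed in stress against control (983 at an unadjusted p under 0.05), 0 in recovery against control (1448) and 0 in recovery against stress (727). The lowest adjusted p were 0.32, 0.166 and 0.357 by edgeR quasi-likelihood with Benjamini-Hochberg adjustment. A joint DESeq2 fit with the WT libraries, chosen after the data were examined, moved these counts most, to 2043, 2230 and 814. Without Click-iT stress replicate 2, 304 genes differed in stress against control. In simulated Click-iT libraries of the same depth and spread, the edgeR test recovered 0% of genes changed by 1 on the log2 scale. It recovered 52.4% of those changed by 2 (the fold change in log2). At this depth and spread, 2-fold changes were thus not detectable by the edgeR test. DESeq2 recovered 9.5% of genes changed by 1, with 58.7% of its calls false. Adjusted over the list alone, 10 of 13 heat-shock genes were higher in stress and 13 in recovery, with median log2 fold changes of 3.47 and 4.31. The stress value rested on single libraries, at 1.27 without stress replicate 3 and 3.97 without stress replicate 2, and the recovery value was 3.41 without recovery replicate 1. Adjusted over the list alone, 0 and 6 of the 11 metal and oxidant genes were higher, with medians of 1.12 and 1.61, where the stress value was 0.24 without stress replicate 3 and 1.44 without stress replicate 2, and 0 and 0 of the stress-granule genes differed.

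The fold changes of WT poly(A) RNA and of Click-iT RNA, which share no library, correlated across 6345 genes with Pearson's r of 0.60 (Spearman's rho 0.33) in stress and 0.81 (rho 0.61) in recovery. Of the genes changed at least 2-fold in WT, 402 of 440 (91.4%) had the same sign in Click-iT stress and 668 of 696 (96.0%) in recovery. WT and Mock cells, also without shared libraries, correlated across 7985 genes at 0.78 (rho 0.67) in stress and 0.80 (rho 0.66) in recovery. Of 3445 genes called in both in stress, 334 went in opposite directions, and of 4059 in recovery, 482. Stress and recovery of one set share their control libraries, which alone gives a correlation. It was 0.86 in WT, 0.96 in Mock, 0.95 in Rin and 0.90 in Click-iT, against 0.52, 0.48, 0.48 and 0.46 in simulated unchanged groups.

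The deposited DESeq2 tables of the authors were read at an adjusted p under 0.05. They listed 4215 genes for WT stress (2207 higher, 2008 lower), 5447 for WT recovery (3098 and 2349) and 1559 for recovery against stress (1272 and 287). For Mock they listed 4946 and 5639 genes in stress and recovery, and for Rin 5102 and 5988. Between Rin and Mock they listed 10 genes in control, 35 in stress and 46 in recovery, with rin at -1.62, -2.02 and -2.08 (log2). For Click-iT they listed 2045 genes in stress and 2265 in recovery. For 100% of genes, the level in these Click-iT tables matched, within a small tolerance, the mean over 9 Click-iT and 9 WT libraries together. These tables therefore came from a fit of both kinds of library, where the counts above used the Click-iT libraries alone.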

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

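The fit that compares the Mock with the WT response, and the test of how many isolated genes held a read in WT recovery, were chosen only after the result was seen.

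Reads that fell outside annotated genes, which enter no comparison of the report, were above the level of the control libraries after arsenite in 4 poly(A) groups. Per 100 counts in genes, the mean lay above control by 0.513 in WT recovery, 1.16 in Mock stress, 3.84 in Mock recovery and 3.90 in Rin recovery. In each of these, 3 of 3 libraries lay above all 3 control libraries (exact permutation p 0.1, the smallest that 3 against 3 can give, and 0.133 after Benjamini-Hochberg adjustment over 24 such tests). In WT stress and Rin stress the differences were 0.02 and -0.16, with 1 of 3 libraries above all controls. In Click-iT stress and recovery the differences were larger, at 10.7 and 10.8, but the libraries overlapped the controls. There 1 and 2 of 3 libraries lay above all controls (exact permutation p 0.5 and 0.6). Genomic DNA in the treated libraries would cover the genome evenly. Genes with at most 3 counts over the 3 control libraries and with no gene within 5000 bp gained only 14.4% ± 3.53 (SD, n = 3) of what even coverage gives in Mock stress, 4.96% ± 0.628 (n = 3) in Mock recovery and 4.20% ± 0.161 (n = 3) in Rin recovery, which argues against DNA as the whole source there. In WT recovery the mean gain was 82.4% ± 8.09 (n = 3) of that value, but 47.4% of it came from 5 genes. A read was found in 32.4% of the 534 isolated genes, against 17.0% in control and 70.0% under even coverage (lower limit 66.1%), which again argues against DNA as the whole source. Transcripts that run past gene ends, unannotated genes and intronic RNA stay open, since the deposited counts hold no positions for these reads. No biological explanation was tested on these reads themselves.

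The Mock and WT responses to arsenite differed. In a joint edgeR fit of the 18 WT and Mock libraries over 8716 genes, the difference between the responses was called for 2314 genes in stress (1136 higher and 1178 lower in Mock) and for 3717 in recovery (1641 higher and 2076 lower). Of these, 294 and 659 differed by at least 1 on the log2 scale. In this joint fit, which scales and filters the libraries of both sets together, 281 genes were called in opposite directions in stress and 439 in recovery, where the separate fits of each set gave 334 and 482. Of 100 regroupings of the set labels within each treatment, the real one included, 3 gave as many genes in stress and 2 in recovery. WT and Mock cells differ without arsenite too. By chi-square per degree of freedom WT control replicate 1 lay at 49.7 to 65.6 from the Mock controls, against 1.59 and 1.90 from the other WT controls. Regroupings that mix the sets therefore carry a wider spread, so these shares cannot measure chance for a difference between responses. Leaving out Mock stress replicate 2 gave 2540 genes in stress, which argues against that library as the cause. Exonic length was known for 93.6% of the genes. In stress the difference was nearly unrelated to length (Spearman's rho across genes -0.0578), which argues against a length bias there. In recovery rho was -0.380, so a library bias with transcript length may account for part of that difference. The labels give the same arsenite dose and times for both sets and do not say whether their cells and libraries were handled together, so the effect of RNAi treatment and a batch of cells or libraries cannot be told apart.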

How the results depend on the processing

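The joint fits of Click-iT with WT libraries and limma voom with sample quality weights were chosen only after the result was seen.

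No gene that was named changed direction under any alternative, while the split of called genes into higher and lower did. For WT recovery against stress it went from 1475 and 677 to 1184 and 2162 under total library size. The larger side also turned from higher to lower under total library size in WT stress and in WT, Mock and Rin recovery against control. In Mock and Rin stress it turned from lower to higher under RLE and under DESeq2. Medians of lists near 0, at most 0.05 in size, changed sign in 21 values of 7 results, none of them a poly(A) comparison of stress or recovery against control. The level of rin against Mock kept its direction and its call in all 39 alternative values, from -2.34 to -1.42 on the log2 scale. Of 694 values for the 55 named-gene results, 47 lost their call while keeping direction and 45 results kept theirs throughout. The losses were all in Rin against Mock, in osk, Zip99C and CG30089 in control, CG15784, HGTX, CG30484, asRNA:CR45195 and C1GalTA in stress, and GstD5 and Arc1 in recovery. Of 621 values of list medians 50 moved by more than their spread, 21 of them under total library size. Where the cause of a change is not given below, the cause was not tested.

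Requiring a log2 fold change of at least 1 in size, which by construction calls fewer genes, gave 691, 1114 and 463 genes for WT stress, WT recovery and recovery against stress, 1006 and 1282 for Mock, 1038 and 1528 for Rin, and 1, 1 and 1 (rin) for Rin against Mock in control, stress and recovery. Total library size only gave 3346 genes for WT recovery against stress.

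With no filter on low counts, Rin against Mock gave 58, 45 and 92 genes in control, stress and recovery, the differences between the Rin and Mock responses gave 2 and 51, and Click-iT gave 851 in stress, 1006 in recovery and 96 in recovery against stress. The DESeq2 Wald test gave 11, 33 and 46 for Rin against Mock, and 154, 547 and 5 for Click-iT. Its false calls were simulated for Click-iT stress against control only. There 69.2%, 58.7% and 15.9% of its calls were false with genes changed by 0.5, 1 and 2 on the log2 scale. It recovered 2%, 9.5% and 69% of those genes. A fit of only the groups compared gave 1 for Rin against Mock in stress and 40 in recovery, and 281 for Click-iT recovery. For Click-iT, a joint DESeq2 fit with the WT libraries gave 2043, 2230 and 814, a joint edgeR fit 921, 2026 and 14, and limma voom with sample quality weights 1393 and 535 in stress and recovery.

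Correlations across genes moved as follows. With no filter they were 0.52 and 0.57 for Mock with Rin (stress, recovery), 0.43 and 0.57 for WT with Mock, 0.38 and 0.54 for WT with Click-iT, and 0.67, 0.74 and 0.74 for stress with recovery in WT, Mock and Rin. With DESeq2, which also left genes with low counts in, they were 0.62 and 0.68, 0.50 and 0.62, 0.41 and 0.60, and 0.70, 0.79 and 0.78 in the same order. The effect of the test was thus not separated from that of the missing filter. With a mean CPM of at least 10 they were 0.98 and 0.97 for Mock with Rin, 0.75 for WT with Mock in recovery, 0.47 and 0.71 for WT with Click-iT, and 0.91 for stress with recovery in WT. The share of genes whose difference between responses lay within 2-fold was 55.4% and 61.6% (stress, recovery) under total library size, 41.0% and 42.5% with no filter, 97.0% and 96.8% with a mean CPM of at least 10, and 42.1% and 44.0% with DESeq2. With the interval held to 1.5-fold, a stricter limit, it was 34.0% and 35.9%.

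Across fits that each left out 1 library, Rin against Mock gave 1 to 2 genes in control, 4 to 30 in stress (4 without Rin stress replicate 1, 30 without Mock stress replicate 2) and 7 to 12 in recovery. Click-iT stress gave 0 to 304 genes, with 304 without Click-iT stress replicate 2. The correlation of Mock with Rin was 0.915 to 0.925 in stress and 0.918 to 0.933 in recovery, that of WT with Mock in stress 0.761 to 0.772, of WT with Click-iT in recovery 0.717 to 0.810, and of stress with recovery in Mock 0.939 to 0.960. The precision share was 46.0% to 49.7% in stress and 50.04% to 53.0% in recovery.

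By the correlation of deviations across genes the replicate numbers did not pair the libraries, as it was above 0.1 for same-numbered libraries in 0 of 9 pairs in WT, 6 of 45 in the Mock and Rin sets and 3 of 9 in Click-iT. For rin alone, the Rin library with the most transcript carried the same replicate number in all 3 treatments (391, 285 and 252 CPM in control, stress and recovery). With the replicate number as a block, 8 genes differed between Rin and Mock in stress, and no other count moved by more than 1.5 times. The block took 3 named genes in Rin against Mock below the threshold, CG30089 in control and CG30484 and C1GalTA in stress.

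The low depth and wide spread of the Click-iT libraries limit that set. For simulated 2-fold changes in stress against control, edgeR recovered 0% of genes and DESeq2 9.5%.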

Other observations

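The tests of Click-iT stress replicate 2, the test of Mock stress replicate 2 for a mixture, the joint fits of Click-iT with WT libraries and the division of small RNAs into classes were chosen only after the result was seen.

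Each comparison of 3 libraries with 3 was refitted for all 10 splits of its 6 libraries, and 10 splits can never give a share under 0.1. In each of the WT, Mock and Rin comparisons against control, and in WT recovery against stress, 1 of 10 splits (the real one) gave as many genes, with 0 genes in the others. The same was true of Rin against Mock, where the real split gave 3, 1 and 40 genes in such fits in control, stress and recovery. At an unadjusted p under 0.05, 4 of 10 splits gave as many genes as the real one in Rin against Mock under stress. For Click-iT 10 of 10 splits gave as many in stress (0 genes, with 1057 at an unadjusted p under 0.05), 1 of 10 in recovery (281 genes) and 10 of 10 in recovery against stress (0 genes, with 539 at an unadjusted p under 0.05). A share of 10 of 10 is fixed where the real split calls 0 genes. Another split called 557 genes in recovery against stress, and by unadjusted p 2 of 10 splits reached the real number in stress and 3 of 10 in recovery against stress. For the differences between the Rin and Mock responses, 0 genes were called, and 100 of 100 regroupings gave as many in stress and in recovery. By unadjusted p under 0.05, 54 and 7 of 100 gave as many as the real 295 and 759.

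A joint DESeq2 fit of Click-iT with WT libraries called far more Click-iT genes than a fit of the Click-iT libraries alone. In simulated Click-iT groups with no change, the median number of genes called in stress against control was 620 in the joint fit and 8 when fitted alone. The medians were 217 and 5 in recovery against control, and 265 and 5 in recovery against stress. The spread shared with the less variable WT libraries is therefore a candidate cause of some of these calls. The splits used joint fits of only the 6 Click-iT libraries compared with the 9 WT libraries, so their counts differ from the 2043 and 2230 of the fit with all 9 Click-iT libraries. In them, 4 of 10 splits of the 6 Click-iT libraries gave as many genes as the real one in stress (2405 genes, and up to 3125 in another split). In recovery 1 of 10 gave as many (3211 genes, and up to 2495 in another split).

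More genes were detected after arsenite than in control in all 6 poly(A) comparisons. At equal depth the difference was still 395 to 1247 genes, with 3 of 3 treated libraries above all controls in each (exact permutation p 0.1, the smallest possible, and 0.133 after Benjamini-Hochberg adjustment over 24 tests). Sequencing depth is therefore argued against as its source.

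Some genes with at most 3 counts over the 3 WT control libraries gained reads in recovery, to a mean of at least 1 CPM, and this went with the neighbouring gene. Of those whose next gene upstream on the same strand was induced, 42 of 122 (34.4%) gained reads. The share was 11 of 180 (6.11%) where that neighbour was not induced (Fisher's exact test, p 3.01e-10, 1.2e-09 adjusted over 16 tests), 2 of 65 (3.08%) where an induced neighbour lay on the other strand (p 1.85e-07, 3.7e-07 adjusted) and 5 of 534 (0.936%) with no gene within 5000 bp. In Mock recovery the first shares were 13 of 85 (15.3%) and 3 of 197 (1.52%), and in Rin recovery 15 of 82 (18.3%) and 1 of 205 (0.488%). In WT stress they were 4 of 73 (5.48%) and 6 of 228 (2.63%), which did not differ (p 0.263, 0.281 adjusted). Even coverage by genomic DNA would give a like share whatever the neighbour, which the 34.4% against 3.08% by strand of the induced neighbour argues against. A candidate explanation, as a hypothesis, is that transcripts of induced genes run past their ends into the next gene. Shared regulation of neighbouring genes stays open, and genes are not independent replicates.

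Mock stress replicate 2 lay apart from its group, with the largest SD of deviation across genes among the poly(A) libraries (0.326 on the log2 scale). Its deviation followed exonic length (Spearman's rho across genes -0.605), so a length bias in this library may account for it. Other poly(A) libraries had values from -0.540 in Mock control replicate 1 to 0.498 in Mock stress replicate 1. Its Pearson's r across genes with the change from stress to recovery was 0.394 in Rin cells, which share no library with it, and -0.140 in WT cells, and with the change from stress to control -0.0550 and -0.0347. On the second principal component it lay at 2.21, where the other Mock stress libraries lay at -17.9 and -15.0 and the Mock recovery libraries at 2.62 to 8.43. Its heat-shock median of 2.03 lay with the other stress libraries, at 2.00 and 2.12, below the recovery libraries, at 2.78 to 3.21. By chi-square per degree of freedom it was nearer to the Mock recovery libraries (6.27 to 10.2) than to the other Mock stress libraries (20.2 and 27.7). A swap with a Mock recovery library would leave that library near the other Mock stress libraries. Each Mock recovery library lay at 15.5 to 34.6 from them by chi-square per degree of freedom. With the heat-shock medians, this argues against such a swap. A length bias and a mixture with a recovery library cannot be told apart, since the values above point both ways. The r of 0.394 lay between 0.2 and 0.5, the limits set for the test without a simulation of mixtures. No biological explanation was tested.

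The library labelled Click-iT stress replicate 2 had a heat-shock median of 0.01 (log2 against the mean of the controls), where the other stress libraries had 1.94 and 4.76, although it was the deepest Click-iT library at 2746277 counts. A swap with a Click-iT control library would leave a control library at a stressed level, but the highest control median was 0.21. Its changes had a Pearson's r of 0.379 across genes with those of the other stress libraries, against shared controls, where 5 simulations of unchanged libraries gave a mean of 0.342 (0.331 to 0.359), so that little of it lay beyond the sharing. They had an SD of 0.503 against 1.10 on the log2 scale. A mixture with RNA of unstressed cells, a weaker response of these cells and a single wrong label cannot be told apart, since each predicts a smaller or absent response.

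RNaseMRP:RNA, made without a poly(A) tail in healthy cells, rose in all 6 poly(A) comparisons against control. Reads of a neighbour in constant proportion to its level are argued against. The highest log2 fold change of an overlapping or adjacent gene in WT stress was 1.35 (CG10365) against 8.00 for RNaseMRP:RNA. Reads that a neighbour gives only after arsenite, such as those past its end, are not excluded by these values. More carry-over of untailed RNA would raise other small RNAs alike. The median log2 fold change of 19 others in WT stress was -0.40, with 8 higher and 7 lower, and it was 0.80 to 1.81 over 48 others in Mock and Rin. By class in WT stress, 4 of 4 small nuclear and 3 of 3 small Cajal body RNAs were higher, and 0 of 11 small nucleolar RNAs were higher and 7 lower. In Mock and Rin the small nuclear (7 to 11 of 11) and small Cajal body RNAs (5 of 5) were higher in each comparison, and the medians of 31 small nucleolar RNAs were 0.11 to 0.79, with 8 to 17 higher and 5 to 9 lower. In Click-iT RNA, RNaseMRP:RNA lay at -2.12 in stress and -0.24 in recovery, along with the medians of 101 other small RNAs (-2.51 and -0.36), with no gene called there. Carry-over and a gain of poly(A) tails under arsenite may both contribute and cannot be told apart, because some classes rose throughout and the small nucleolar RNAs did not rise in WT.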
